A study of Drosophila melanogaster with 12 samples. Its data were reported in "Disruption of tRNA biogenesis enhances proteostatic resilience, improves later-life health, and promotes longevity" (2024).

How the data were processed

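Whole female Drosophila melanogaster were measured by Ribo-Seq (sequencing of the RNA fragments that ribosomes protect from nuclease digestion, here called footprints) and by RNA-Seq. The flies were wild-type or heterozygous for a P-element insertion in Polr3D, a subunit of RNA polymerase (Pol) III; the mutants are written Polr3D^EY/+. The labels describe 4 groups of 3 replicates each: each genotype in each assay. The count table used here held 11 libraries, because the RNA-Seq library of wild-type replicate 3 had no column in it. The names of the table's columns pair directly with the sample titles. The labels do not say whether a replicate number links flies of the 2 genotypes. The study's methods treat the number as a batch.

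The authors trimmed adapters with Cutadapt, digested lysates with RNase I before the footprint libraries, and quantified both assays with Salmon against a decoy-aware transcriptome index that included noncoding RNAs. Each value in the deposited table is an estimated count of fragments per annotated transcript, rounded to a whole number and not normalised. Salmon divides fragments that match several transcripts between them by a statistical model, so a count of 1 transcript is an inference and not a tally. The ribosomal RNA had not been taken out of the table. The table held 28367 features, of which 28345 matched the Drosophila annotation, release 115, and 22 did not. The genome assembly of the annotation is BDGP6. Coordinates, symbols and coding sequences were taken from that annotation, whose release is later than the transcriptome used by the authors. No feature had 0 counts in every library, and the lowest total over the libraries was 1, so features with no counts had been left out of the table.

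The choices in this paragraph were made before the data were examined, apart from those named otherwise. All 3 contrasts came from a single DESeq2 model with terms for replicate number, genotype, assay and the interaction of genotype and assay, the model given in the study's methods. It was fitted to 10 libraries, without the Ribo-Seq library of wild-type replicate 3, since the study removed that replicate. The model has 6 parameters, which leaves 4 residual degrees of freedom. The RNA contrast was the genotype effect in RNA-Seq, the footprint contrast was the genotype effect in Ribo-Seq, and translation efficiency was their difference, the interaction term. Size factors were medians of ratios over all features. Two-sided Wald tests were adjusted by the Benjamini-Hochberg method, and an adjusted p under 0.1 was called, the false discovery rate of 10% used in the study. Independent filtering and the Cook's distance filter of DESeq2 were left on. Log2 changes were not shrunken. Counts per library were scaled to the total of its protein-coding features (CPM), because ribosomal RNA took most of the Ribo-Seq counts.

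Polr3D, Clbn and Hsc70-3 were named in every contrast. The other transcripts were named by rank: for each contrast, the 4 with the largest rise and the 4 with the largest fall among called features with a mean of at least 10 normalised counts in each assay and no overlap between the genotypes. Counts summed over all transcripts of a gene are among the alternatives listed below. Their use for the named transcripts was decided after seeing the data. A few gene sums named in the report were chosen after their values were seen. A count of 3 or fewer was treated as the floor. Where all libraries of a genotype were at or under it, the fold change is given as a lower bound computed against the floor. Intervals and floors cover counting error only. For each replicate, the log2 ratio of footprints to RNA used normalised counts and a pseudocount of 0.5.

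Gene lists were fixed at the same time as the model: the unfolded protein response and ER chaperones, ribosome-associated quality control, aminoacyl-tRNA synthetases, cytosolic ribosomal proteins, mitochondrial ribosomal proteins, proteasome subunits, Pol III subunits and initiation factors, Pol III transcripts, translation initiation and elongation factors, male markers, ovary chorion and vitelline membrane markers, yolk proteins, early ovary markers, and gut enzyme markers. The lists held 484 genes of the table, 0 of them in more than 1 list. They were tested with camera in limma on the ranked DESeq2 statistics with an inter-gene correlation of 0.01, and with fry on log2 CPM (prior count 2), adjusted over the 14 lists within a contrast. Group means of CPM and of library shares were compared by two-sided exact permutation tests, 20 in all, adjusted together. Shares of counts in single libraries carry Wilson intervals at the 95% level. Libraries were compared by Spearman correlations of log2 CPM with a prior count of 1.

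The alternatives were edgeR with TMM factors, TMM factors within DESeq2, other size factors, a minimum mean count of 10 in each assay, filters off, an adjusted p under 0.05, all 11 libraries, no replicate block, a block nested in genotype, each assay alone, counts summed per gene, and leaving out each replicate in turn. Sums over transcripts with the same coding sequence were chosen after seeing the data. So were sums per gene under edgeR, with all libraries, with other covariates or without single libraries. So was a split of the RNA-Seq libraries as a covariate, which took the place of the replicate number. A setting intended at the start, which keeps the Ribo-Seq library of wild-type replicate 3 but not its RNA-Seq library, is identical here to using all libraries.

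The model was tested on simulated data with the same libraries, in which 200 features were given a log2 change of 1.5 in translation efficiency. With the dispersions fitted to the libraries, DESeq2 recovered 131 of them (65.5%) and also called 337 unchanged features, which made up 72.0% of its calls at a nominal rate of 10%. In the same simulation edgeR recovered 0 and called 0 unchanged features. No change was put into RNA, yet at the fitted dispersions DESeq2 called 655 features there, against 512 in the real libraries. With a dispersion of 0.05 it called 0 in RNA. With a dispersion of 0.05 for every feature, DESeq2 recovered 93 (46.5%) with 17 unchanged features called (15.5% of its calls), and edgeR recovered 57 (28.5%) with 6 (9.52%). The levels for passing were changed after results were seen. The first level was 30% recovered by DESeq2 at the fitted dispersions; the first run missed it because of a coding error, and the corrected script met it. The dispersion of 0.05 was then added with a level of 80% recovered and less than 20% unchanged features among the calls. The recovered share missed that level, which was lowered to 40% after the share was seen and later removed. The script now requires only that recovered changes have the right sign, so the test does not count as passed.

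The tools were R 4.3.3, DESeq2 1.42.0, edgeR 4.0.16, limma 3.58.1, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Total counts ran from 24496792 to 28984254 in the RNA-Seq libraries and from 47136883 to 87054266 in the Ribo-Seq libraries, of which 1127599 to 3192166 fell on protein-coding features. A count at the floor corresponds to 0.940 to 2.66 CPM in Ribo-Seq and to 0.104 to 0.123 in RNA-Seq. Read alignments, footprint lengths and reading frames were not used here.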

Results

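Ribosome footprints and RNA were counted in whole wild-type and Polr3D^EY/+ female flies. The Ribo-Seq libraries were 3 of wild-type and 3 of Polr3D^EY/+ flies, and the RNA-Seq libraries analysed were 2 of wild-type and 3 of Polr3D^EY/+ flies. The question was whether a partial loss of a Pol III subunit changes the translation of particular mRNAs. The total counts of the wild-type Ribo-Seq libraries were 49593685, 50856706 and 47136883 for replicates 1 to 3, and those of the Polr3D^EY/+ libraries were 49027861, 87054266 and 62741670. The wild-type RNA-Seq libraries of replicates 1 and 2 held 28094484 and 24710222 counts, and the Polr3D^EY/+ libraries held 24496792, 28984254 and 25053424.

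Ribosomal RNA took most of the Ribo-Seq counts: 96.9% ± 0.532 (SD, n = 3) in wild-type and 97.0% ± 0.831 (n = 3) in Polr3D^EY/+ libraries. Protein-coding features held 2.67% ± 0.410 (n = 3) of the wild-type and 2.63% ± 0.924 (n = 3) of the Polr3D^EY/+ counts, with an exact permutation p of 1.0 (two-sided, adjusted p 1.0). In the RNA-Seq libraries, protein-coding features held between 99.02% and 99.20% of the counts. At least 1 footprint was counted on 16914 of the 26490 protein-coding features, which belonged to 11384 genes, and 9137 features had a mean of at least 10 footprints. Most features compete for fragments with others of the same gene: 75.1% of the protein-coding features had another transcript of the gene in the table, and 44.4% shared an identical coding sequence with another transcript.

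**Figure D1:**
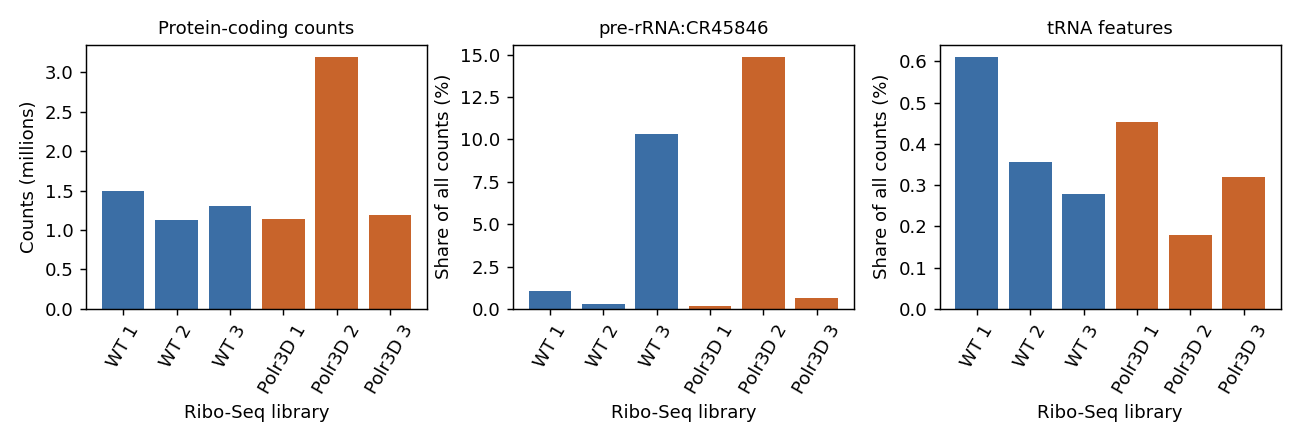
Bars show each Ribo-Seq library's protein-coding counts, in units of 1e6 counts (left), its share of counts on the pre-rRNA copy CR45846 (centre) and its share on tRNA features (right), for wild-type (WT, blue) and Polr3D^EY/+ (orange) replicates 1 to 3. Polr3D^EY/+ replicate 2 held 3192166 protein-coding counts and the lowest tRNA share, 0.178%.

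Libraries of the same assay resembled each other more than libraries of different assays. The median Spearman correlation over all features was 0.798 between Ribo-Seq libraries (range 0.787 to 0.812 over 15 pairs), 0.931 between RNA-Seq libraries (0.922 to 0.934 over 10 pairs) and 0.471 between the assays (0.451 to 0.489 over 30 pairs). Summing the counts over the transcripts of each gene moved these values most, to 0.969, 0.989 and 0.899. The first principal component of the 500 most variable gene sums took 42.4% of the variance in RNA-Seq and set Polr3D^EY/+ replicate 1 apart, with a score of 15.01 against scores from -7.41 to -0.17 in the other 4 libraries. In Ribo-Seq the first component took 39.6% and set wild-type replicate 2 (21.7) and Polr3D^EY/+ replicate 3 (25.9) apart from the other 4 libraries, which scored between -18.1 and -3.38.

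The first comparison asked whether the mutated gene itself was lower in the mutants, which also checks the labels. Polr3D (FBgn0036775) lies on chromosome 3L at 18107848 to 18109574, minus strand, and has a single transcript, FBtr0075136. Its RNA was 57.7 ± 8.42 CPM (counts scaled to a protein-coding total of 1e6 per library; SD, n = 2) in wild-type and 30.2 ± 0.528 (n = 3) in Polr3D^EY/+ flies, a difference larger than the spread between replicates, with an exact permutation p of 0.2 (two-sided, adjusted p 0.364). Its footprints were 27.2 ± 2.39 (n = 3) and 11.9 ± 3.70 (n = 3), with an exact permutation p of 0.1 (adjusted p 0.333). The smallest two-sided p is 0.2 for the RNA-Seq libraries and 0.1 for the Ribo-Seq libraries. In the DESeq2 model the RNA log2 change was -0.92 (SE 0.19, adjusted p 0.000623), the footprint change was -1.17 (SE 0.31, adjusted p 0.00766), and the change of translation efficiency was -0.25 (SE 0.35, adjusted p 1.0). The RNA change kept its direction under every alternative run, from -0.76 to -1.03, but its adjusted p ran from 1.01e-21 to 1.0. Leaving out 1 library, the RNA-Seq library of Polr3D^EY/+ replicate 1, gave -1.03 with an adjusted p of 0.863. Without Polr3D^EY/+ replicate 1 or 2 in both assays the adjusted p was 1.0, with changes of -0.86 and -0.94. Those fits leave a single replicate number with both genotypes, so a call lost in them cannot be tied to the flies left out. The footprint call was lost in edgeR (-1.20, adjusted p 0.895), with counts summed per gene (-1.17, DESeq2 adjusted p 0.158) and without Polr3D^EY/+ replicate 1 (-1.03, adjusted p 1.0) or 2 (-1.57, adjusted p 1.0), and it was kept without replicate 3 (adjusted p 0.0417).

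**Figure D2:**
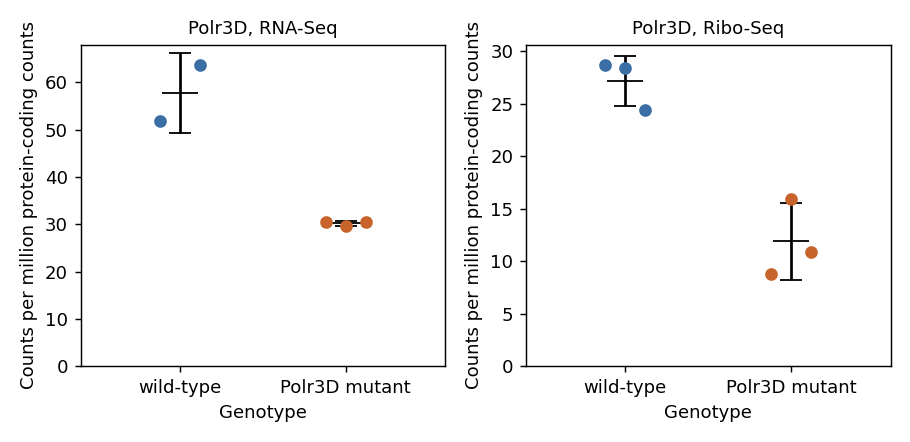
Points show the Polr3D CPM of each library in RNA-Seq (left) and Ribo-Seq (right), and bars show the mean ± SD of each genotype. The mean RNA level was 57.7 in wild-type and 30.2 in Polr3D^EY/+ flies.

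The main comparison asked which features changed in RNA, in footprints and in translation efficiency. In RNA, 512 of 28287 tested features were called, 423 higher and 89 lower in Polr3D^EY/+ flies. The simulation at the fitted dispersions, with no change in RNA, gave 655 RNA calls in DESeq2. A count of this size can thus arise without a change. In footprints, 821 of 25545 were called, 492 higher and 329 lower, and 87 features were called in both, 66 of them in the same direction. In translation efficiency, 540 of 23900 were called, 281 higher and 259 lower. Of the latter, 382 (70.7%) had a footprint call in the same direction, 149 (27.6%) an RNA call in the opposite direction and 30 neither. The counts depended most on the test: edgeR called 0 features in RNA (272 at an unadjusted p under 0.05), 19 in footprints and 12 in translation efficiency. They were also lower with replicates left out. Without Polr3D^EY/+ replicate 2 in both assays, 31 features were called in translation efficiency, 7 of them among the 540. Without replicate 1 there were 40, 9 of them among the 540. Each of these fits leaves a single replicate number with both genotypes, so the falls cannot be tied to the flies of those replicates alone. Without replicate 3, which has no wild-type library in the model, there were 406. Without the RNA-Seq library of Polr3D^EY/+ replicate 1 alone, RNA calls numbered 104 (53 higher and 51 lower) and translation efficiency calls 546 (435 higher and 111 lower), of which 279 were among the 540. The balance of directions in both contrasts thus changed without that library, and footprint calls became 552 higher and 123 lower. In RNA the change was not particular to it. Without Polr3D^EY/+ replicate 2 in both assays, 51 RNA calls were higher and 41 lower, and without replicate 3 these were 84 and 74. In the RNA-Seq libraries alone, 29 features were called higher and 38 lower. Without the Ribo-Seq library of Polr3D^EY/+ replicate 2 alone, 458 footprint calls and 449 translation efficiency calls were made.

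**Figure D3:**
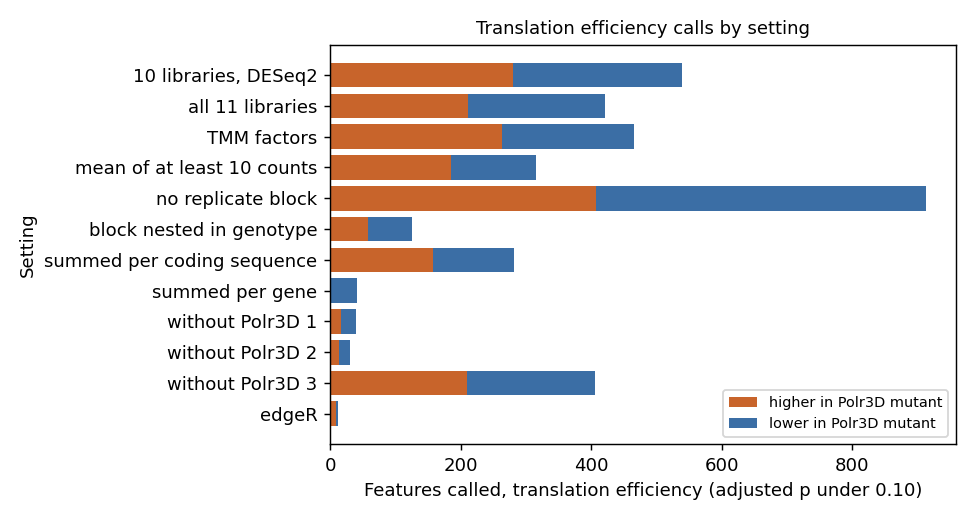
Stacked bars show how many features were called higher (orange) or lower (blue) in translation efficiency in Polr3D^EY/+ flies under each setting, at an adjusted p under 0.10 (features are genes or coding sequences where counts were summed). The count was 540 with 10 libraries in DESeq2, 41 with counts summed per gene and 12 with edgeR.

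The called features were mostly single transcripts with few or no counts in 1 genotype. Of the 540 translation efficiency calls, 539 were protein-coding and came from 482 genes. In 391 of the 539 (72.5%), footprints were at or under 3 counts in every library of 1 genotype, and in 481 (89.2%) this held for footprints or RNA. Among protein-coding features with a mean of at least 10 counts in each assay, 14 of 3047 (0.459%) were called in genes with 1 transcript in the table and 265 of 5405 (4.90%) in genes with several. The odds ratio was 11.2 (Fisher's exact test, p 8.55e-36); features are not independent replicates. With the threshold set on normalised counts, where a mean of 10 stands for about 2.69 footprints and 41.8 RNA counts per library, it was 13.7. Over all tested protein-coding features the odds ratio was smaller, 2.81, with 50 of 5069 (0.986%) called against 489 of 17965 (2.72%); with the Ribo-Seq library of wild-type replicate 3 added it was 6.72, with 18 of 5440 against 404 of 18514. The odds ratios among features with a mean of at least 10 counts were 5.89 for footprints and 2.98 for RNA, and over all tested features 3.02 and 1.30. In 43 of the 482 genes (8.92%), transcripts were called in both directions. The median size of the log2 change was 16.5 for the called transcripts as fitted and 0.21 for the sums of their genes.

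Counts summed per gene gave fewer calls. In RNA 135 genes were called, 118 higher and 17 lower; in footprints 52 were called, 41 higher and 11 lower; and in translation efficiency 41 were called, 1 higher and 40 lower. Of the 482 genes with a called transcript in translation efficiency, 30 (6.22%) were called as a gene sum and 63 (13.1%) had an unadjusted p under 0.05. The calls of the gene sums also depend on the fit, since of 50 called genes with 1 transcript, whose counts the sum leaves as they are, 26 (52.0%) were called again. Of the 432 with several transcripts, 4 (0.926%) were. Over all genes the share called again was 5.92% for footprints and 23.1% for RNA. The directions did not hold. With no replicate number, 18 genes were higher and 23 lower in RNA, and 5 higher and 2 lower in translation efficiency. With the split of the RNA-Seq libraries as a covariate in place of the replicate number, these counts were 88 and 105 in RNA. In translation efficiency they were 39 and 23. Without the RNA-Seq library of Polr3D^EY/+ replicate 1, the gene sums gave 4 calls in RNA, 24 in footprints and 2 in translation efficiency, and in RNA leaving out that of replicate 2 or 3 gave 21 or 15. With edgeR they gave 5, 2 and 0 calls, the last with 296 genes at an unadjusted p under 0.05. Over the 8645 genes with a mean of at least 10 normalised counts in each assay, the standard deviation of the log2 change was 0.32 in RNA, 0.47 in footprints and 0.56 in translation efficiency, with medians of 0.00, -0.01 and -0.01.

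Among transcripts named by rank, the largest rises in RNA were of Stat92E (FBtr0100457), trx (FBtr0082950), Bruce (FBtr0082239) and Su(dx) (FBtr0334778), whose RNA was at or under 3 counts in both wild-type libraries. Their RNA was at least 76.7-fold, 25.3-fold, 199-fold and 165-fold higher in Polr3D^EY/+ flies (n = 3 against 2). The largest falls in RNA were of Rcd4 (FBtr0303472), at least 77.8-fold lower, and of shi (FBtr0074124), Tusp (FBtr0302589) and htl (FBtr0083550), whose fitted log2 changes, -8.75, -7.75 and -7.09, overstate the falls in their normalised counts. The means were 40.5 ± 24.4 (SD, n = 2) in wild-type and 6.45 ± 5.60 (n = 3) in Polr3D^EY/+ flies for shi, 28.4 ± 4.74 and 6.33 ± 10.97 for Tusp, and 19.6 ± 1.67 and 4.48 ± 7.75 for htl, with the same n. In Polr3D^EY/+ replicate 3, Tusp had 75 counts and htl had 53, against 0 in the other mutant RNA-Seq libraries. The smallest and largest DESeq2 adjusted p of these 8 were 8.32e-11 and 0.0961.

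The largest rises in footprints were of chico (FBtr0303904), deltaCOP (FBtr0301926), Nipped-A (FBtr0303293) and YME1L (FBtr0071906), at least 18.4-fold, 69.2-fold, 47.1-fold and 35.6-fold higher than in wild-type replicates 1 and 2. The largest falls were of MCPH1 (FBtr0301428), arm (FBtr0089992), Vha100-2 (FBtr0083657) and a second transcript of deltaCOP (FBtr0070371), at least 10.2-fold, 95.2-fold, 85.8-fold and 78.9-fold lower. Wild-type replicate 3, which has Ribo-Seq but was left out of the model, mostly resembled the mutants at these transcripts. It had 0 footprints of chico, as the other wild-type libraries, but 199 of deltaCOP FBtr0301926, 56 of Nipped-A and 148 of YME1L, and it had 0 of the 4 transcripts called lower. With this library in the model the adjusted p in DESeq2 was 0.0963 for chico, 0.177 for deltaCOP FBtr0301926, 0.0411 for Nipped-A and 0.392 for YME1L. The transcripts of deltaCOP, on chromosome X at 1859141 to 1861790, went in opposite directions, and the footprints of the gene sum changed by 0.06 (SE 0.16, DESeq2 adjusted p 1.0).

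Wild-type replicate 3 was then compared with all footprint calls that had every modelled library of 1 genotype at or under 3 counts, a check added after the results were seen. Of 404 such features called higher in Polr3D^EY/+ flies, 128 (31.7%) were over 3 counts in wild-type replicate 3, as in the mutants. Of 200 called lower, 150 (75.0%) were at or under 3 counts in it, as in the mutants. Most features of either direction were thus at or under 3 counts in it, so these shares do not tell which genotype it resembled.

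In translation efficiency the largest rises were of chico (FBtr0303904), gpp (FBtr0303787), CG31523 (FBtr0345142) and sls (FBtr0332681), and the largest falls were of MCPH1 (FBtr0301428), Elys (FBtr0345016), Stat92E (FBtr0334586) and arm (FBtr0089992). Footprints of gpp, CG31523 and sls were counted in a single Polr3D^EY/+ library each, gpp with 17 and CG31523 with 194 in replicate 1 and sls with 13 in replicate 3. They were 0 in the other mutants and in both wild-type libraries of the model, with bounds of the mean of at least 2.14-fold, 24.4-fold and 1.58-fold higher. In wild-type replicate 3, outside the model, gpp had 20 footprints and the other 2 had 0. A single library also set the fall of Elys, whose RNA was counted only in Polr3D^EY/+ replicate 1 (465 counts). Footprints of Stat92E FBtr0334586 in the model were counted only in wild-type replicate 1 (60 counts). Its RNA was 0 in both wild-type libraries and 307, 50 and 64 counts in Polr3D^EY/+ replicates 1 to 3. The fall of that transcript thus does not rest on 1 library alone. All transcripts named by rank belong to genes with several transcripts in the table. The log2 changes of their gene sums lay between -0.51 and 0.40, and no gene sum of theirs was called in the contrast that named it.

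Clbn (Caliban, FBgn0259152), a component of ribosome-associated quality control that the study singled out, lies on chromosome 3R at 25127502 to 25131155, plus strand. Its transcripts FBtr0301277 and FBtr0301278 share a coding sequence of 2976 nucleotides. FBtr0301277 was called in translation efficiency, with a DESeq2 adjusted p of 0.00320; over the alternatives that gave one, its adjusted p ran from 0.000543 to 1.0. Its footprints, 188 counts, were all in the library of Polr3D^EY/+ replicate 2 and were 0 in the other Ribo-Seq libraries, a bound of at least 8.42-fold higher. In the other libraries the footprints were all assigned to FBtr0301278, with 86, 59 and 79 counts in wild-type and 68 and 71 counts in Polr3D^EY/+ replicates 1 and 3. All RNA counts of the gene were assigned to FBtr0301277. Without the Ribo-Seq library of Polr3D^EY/+ replicate 2, the fitted log2 change was 0.16 with an adjusted p of 1.0. Summed over both transcripts, Clbn had 56.7 ± 4.05 CPM of footprints (SD, n = 3) in wild-type and 59.4 ± 0.461 (n = 3) in Polr3D^EY/+ flies, a difference within the spread between replicates (exact permutation p 0.4, adjusted p 0.615). Its RNA was 80.2 ± 7.07 (n = 2) and 79.1 ± 6.87 (n = 3) CPM (exact permutation p 0.8, adjusted p 0.889). The log2 change in translation efficiency of the sum was 0.16 (SE 0.27, DESeq2 adjusted p 1.0).

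**Figure D4:**
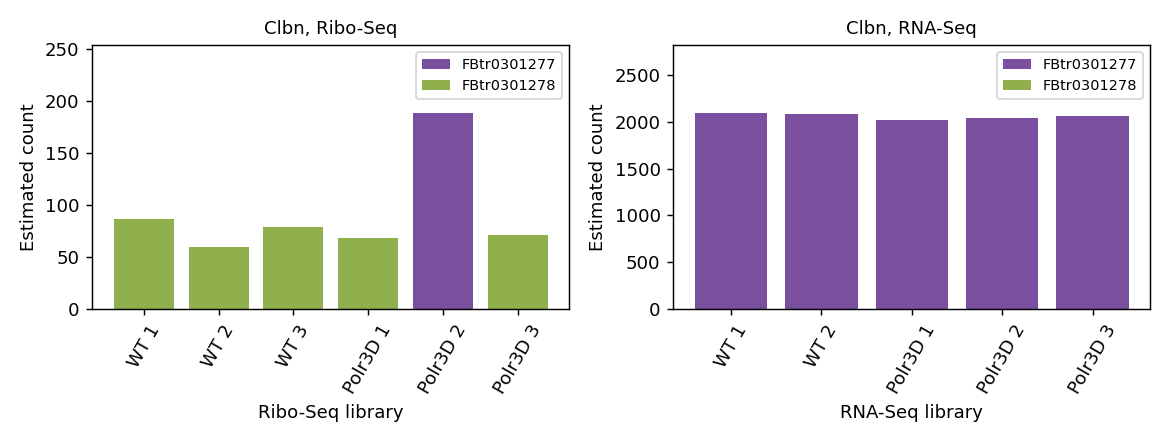
Stacked bars show the estimated counts of the Clbn transcripts FBtr0301277 (purple) and FBtr0301278 (green) in each Ribo-Seq (left) and RNA-Seq (right) library. The footprints were assigned to FBtr0301277 in Polr3D^EY/+ replicate 2, 188 counts, and to FBtr0301278 in the other Ribo-Seq libraries.

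Hsc70-3 (FBgn0001218), which encodes the ER chaperone BiP, lies on chromosome X at 11801696 to 11807117, minus strand, with 5 transcripts that share a coding sequence. FBtr0073609 was called in translation efficiency (adjusted p 0.00413 in DESeq2), and its footprints were counted in Polr3D^EY/+ replicate 2 (217 counts) and in wild-type replicate 3 (136 counts), which was outside the model, and were 0 in the other Ribo-Seq libraries. The fitted log2 change was -0.07 without Polr3D^EY/+ replicate 2 in both assays. FBtr0345166 was called lower in RNA (fitted log2 change -7.17, SE 2.05, DESeq2 adjusted p 0.0338), but the genotypes overlapped: it had 131 and 41 counts in wild-type replicates 1 and 2 and 0, 0 and 94 in Polr3D^EY/+ replicates 1 to 3. For the sum over the transcripts, the log2 changes were -0.04 in RNA, -0.03 in footprints and 0.01 in translation efficiency (SE 0.18, 0.18 and 0.24, DESeq2 adjusted p 1.0 in each). The footprints of the sum were 2252 ± 41.2 CPM (SD, n = 3) in wild-type and 2239.8 ± 22.3 (n = 3) in Polr3D^EY/+ flies. By quantitative PCR on more samples, the paper found BiP mRNA increased in whole Polr3D^EY/+ females. The RNA-Seq libraries here, 2 of wild-type and 3 of Polr3D^EY/+ flies, did not show that rise. With an SE of 0.18 a small rise in RNA stays open.

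A few gene sums were chosen after their values were seen. The gene white (w, FBgn0003996, chromosome X at 2790599 to 2796466) had 1.87 ± 0.820 CPM of RNA (SD, n = 2) in wild-type and 10.6 ± 1.62 (n = 3) in Polr3D^EY/+ flies, a log2 change of 2.67 (SE 0.49, adjusted p 0.000132 in DESeq2 and 0.0261 in edgeR). Without Polr3D^EY/+ replicate 1 or 2 in both assays its DESeq2 adjusted p was 1.0 or 0.349, and it was 0.246 without the RNA-Seq library of replicate 1 alone. CG7542 was lower in RNA (-1.28, SE 0.19, DESeq2 adjusted p 2.27e-07), with 182 ± 18.3 (n = 2) and 74.3 ± 2.99 (n = 3) CPM. Its RNA call held when each Polr3D^EY/+ replicate was left out, with adjusted p between 0.000160 and 0.0221. Footprints of CG7542 were lower as well (-1.03, DESeq2 adjusted p 0.00154), with 317 ± 66.6 and 146 ± 19.8 CPM (n = 3 each). CG6277 was higher in footprints (2.54, SE 0.44, DESeq2 adjusted p 2.97e-05), with 8.56 ± 2.21 (n = 3) and 46.5 ± 8.58 (n = 3) CPM, and Kr-h1 was lower (-3.69, SE 0.60, DESeq2 adjusted p 5.10e-06), with 19.9 ± 9.45 and 2.13 ± 2.103 (n = 3 each). Both were also called in edgeR, with adjusted p 0.0367 for each. The DESeq2 adjusted p of their footprint changes reached 0.0756 for CG6277 and 0.0249 for Kr-h1 without Polr3D^EY/+ replicate 1, and DESeq2 gave none without replicate 2. The single gene sum called higher in translation efficiency was ninaE (0.80, SE 0.20, DESeq2 adjusted p 0.0193), which was not called in edgeR (1.0) or without Polr3D^EY/+ replicate 1 (0.805) or 3 (1.0).

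Gene lists asked whether pathways of the study's interest moved together. In footprints, camera called Pol III transcripts lower (median log2 change -0.70 over 89 features, 10 of them higher, adjusted p 2.40e-07), gut enzyme markers higher (0.21, 22 of 35 features higher, adjusted p 2.27e-05) and ovary chorion and vitelline membrane markers higher (0.09, 18 of 24 higher, adjusted p 0.00707). With features at the floor set to their bound, these medians were -0.74, 0.24 and 0.11. In translation efficiency it called gut enzyme markers higher (0.24, 29 of 35 higher, adjusted p 0.00310) and male markers lower (0 of 17 higher, adjusted p 3.50e-18), and in RNA male markers higher (27 of 30 higher, adjusted p 6.40e-35). None of these calls held under fry, in which the lowest adjusted p was 0.284 in footprints and 0.992 or more in the other contrasts, with 2 lists at an unadjusted p under 0.05. Without Polr3D^EY/+ replicate 2 the median of the Pol III transcripts in footprints was -0.11 (adjusted p 0.949), and without replicate 1 it was -1.41 (adjusted p 0.0339). The adjusted p of the gut enzyme and chorion markers in footprints was 0.949 for each without Polr3D^EY/+ replicate 2.

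The other lists were not called in any contrast of the model on transcripts with 10 libraries. Their adjusted p in footprints was 0.928 for the unfolded protein response and ER chaperones, 0.111 for ribosome-associated quality control, 0.925 for aminoacyl-tRNA synthetases, 0.544 for cytosolic ribosomal proteins, 0.782 for mitochondrial ribosomal proteins, 0.928 for proteasome subunits, 0.544 for Pol III subunits and initiation factors, 0.616 for translation initiation and elongation factors, 0.588 for yolk proteins and 0.375 for early ovary markers. With all libraries, cytosolic ribosomal proteins were called lower in footprints (median log2 change -0.32, 33 of 224 features higher, adjusted p 0.0744). With counts per gene, aminoacyl-tRNA synthetases (adjusted p 0.0984), translation initiation and elongation factors (0.0984) and early ovary markers (0.0944) were called lower in translation efficiency, and chorion markers higher (0.00124), besides the gut and male lists. In translation efficiency, ribosome-associated quality control had an adjusted p of 0.304 and the unfolded protein response list had 0.971. Of the 40 features of the unfolded protein response list, 1 was called in translation efficiency among all features and 3 when adjusted over the list alone. Of the 9 features of ribosome-associated quality control, 2 were called in either way. Of the 35 features of the gut enzyme list, 5 were called in footprints among all features and 7 when adjusted over the list alone, and for the 89 Pol III transcripts both counts were 4.

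Since Pol III makes tRNAs, their share of the Ribo-Seq counts was compared between the genotypes. The Ribo-Seq protocol was not designed to measure tRNA levels. tRNA features held 0.415% ± 0.173 (SD, n = 3) of the wild-type and 0.317% ± 0.138 (n = 3) of the Polr3D^EY/+ counts, with an exact permutation p of 0.5 (adjusted p 0.714). Per 100 protein-coding counts the values were 15.4 ± 5.13 and 13.7 ± 7.81 (n = 3 each, exact permutation p 0.8, adjusted p 0.889). The difference was within the spread between replicates.

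Male marker genes checked the sex of the flies behind each library, since the labels give females. Of 23 male marker genes, 21 were over the floor of 3 counts in the RNA-Seq library of Polr3D^EY/+ replicate 1, with 837 counts or 34.4 CPM in all, and 0 were over it in each of the other 4 RNA-Seq libraries. In Ribo-Seq, 13 were over the floor in wild-type replicate 2 (252 counts), 12 in Polr3D^EY/+ replicate 3 (144 counts), 7 in Polr3D^EY/+ replicate 2 (75 counts) and 0 in the other 3 libraries. The most abundant of the 23 genes in the RNA-Seq library of Polr3D^EY/+ replicate 1 was Acp36DE, with 341 counts.

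**Figure D5:**
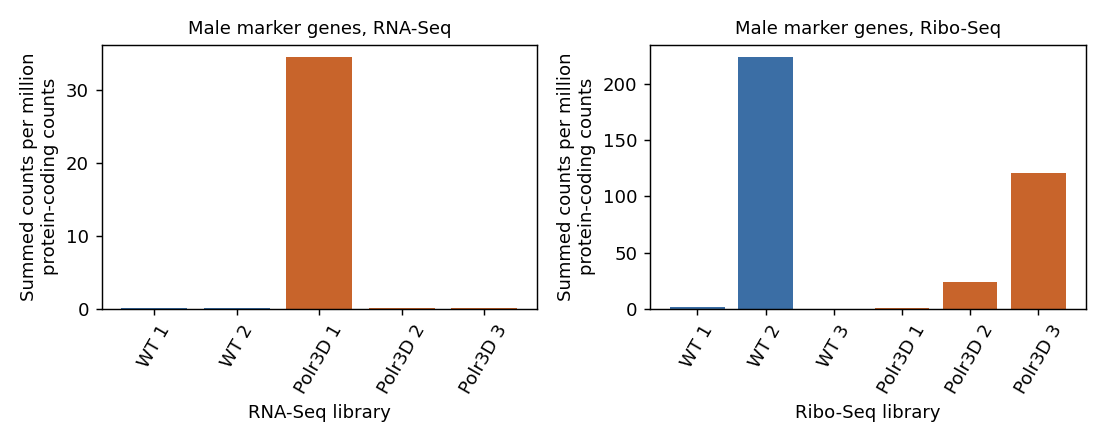
Bars show the summed CPM of 23 male marker genes in each RNA-Seq (left) and Ribo-Seq (right) library of wild-type (WT, blue) and Polr3D^EY/+ (orange) flies, on separate scales. In RNA-Seq the sum was 34.4 in Polr3D^EY/+ replicate 1 and at most 0.179 in the other libraries.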

Values the study reported

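In the paper, footprints were recovered on more than 19,000 open reading frames. More than 400 mRNAs differed in translation efficiency between the genotypes at a 10% false discovery rate.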

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

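The test in this part was chosen only after the result was seen. The Ribo-Seq library of wild-type replicate 3, which the comparisons leave out, held 10.3% of its counts on the pre-rRNA copy CR45846 (95% Wilson interval 10.3% to 10.3%). It was singled out because the library lies outside the main model and the value is far above the limit that a count of 0 allows. The other wild-type Ribo-Seq libraries held 1.03% and 0.275%, and Polr3D^EY/+ replicates 1 to 3 held 0.188%, 14.8% and 0.639%.

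The high share was thus not particular to 1 genotype, and replicate number did not link the 2 libraries with it. The share on all pre-rRNA features together ranged over 1.64 percentage points across the Ribo-Seq libraries, from 96.1% to 97.7%, so the remaining copies held a smaller share where CR45846 held a larger one. A candidate explanation is that fragments shared by nearly identical copies were assigned to different copies. Different fragments of the ribosomal RNA in the libraries would give the same picture, because the sum is close to its maximum in each library. These explanations cannot be told apart from the counts, since the sum could hardly have moved either way. In RNA-Seq the copy held from 6.82% to 9.14% of the ribosomal RNA counts, with 7.17% in Polr3D^EY/+ replicate 2. No biological explanation was tested for this share.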

How the results depend on the processing

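The settings below change 1 choice at a time unless a sentence names 2. The cause of a change was not tested unless a sentence gives it. The settings planned before the data were examined and those added later are told apart in the description of the processing.

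With size factors from protein-coding features with a mean of at least 10 counts in each assay or with independent filtering off, the counts of calls stayed within 1.5 times the reported ones. So did the totals with TMM factors or with an adjusted p under 0.05, but not all counts per direction. With TMM factors 52 features were called lower in RNA, against 89, and 186 lower in footprints, against 329. At an adjusted p under 0.05, 203 were called lower in footprints. The Cook's distance filter changed 0 calls, so that setting says nothing about stability. Other choices moved them. Among features with a mean of at least 10 counts in each assay, 141 were called in RNA, 472 in footprints and 316 in translation efficiency. That setting tests 8470 features, so fewer can be called. With edgeR and TMM factors the counts were 0 in RNA (272 at an unadjusted p under 0.05), 19 in footprints and 12 in translation efficiency. With all 11 libraries, 315 were called in RNA, 225 of them among the reported 512, while 422 were called in translation efficiency, 255 of them among the 540. The Polr3D RNA change, -0.89 in edgeR, was no longer called there (adjusted p 1.0), nor was Clbn FBtr0301277 (fitted change 10.08, adjusted p 1.0).

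The replicate block, which the study's methods call a batch term, assumes that a number links libraries of the 2 genotypes. A check of the pairing took each gene's deviation from its group mean: same-numbered RNA-Seq libraries of the genotypes correlated at -0.41 and -0.57, and same-numbered Ribo-Seq libraries at 0.10, -0.43 and 0.00 across genes. With 2 wild-type RNA-Seq libraries the deviations mirror each other, so the signs of their correlations are opposite by construction. Ribo-Seq libraries with different numbers correlated at -0.37 to 0.37. The check thus gives no evidence for a link between same-numbered samples of the 2 genotypes, and it cannot exclude one. With no replicate block, 281 features were called in RNA and 913 in translation efficiency. The gene sums then gave 41 calls in RNA and 7 in translation efficiency, and the RNA and footprint calls of the Polr3D transcript held. With a block nested in genotype, 126 were called in translation efficiency and Clbn was not (1.74, adjusted p 1.0). That block assumes that same-numbered libraries of the assays come from the same flies. Their deviations correlated at -0.017 for each wild-type number and at 0.070, -0.096 and -0.044 for Polr3D^EY/+ replicates 1 to 3. The wild-type value is the same for both numbers by construction. The check gives no evidence for such a link either, and it cannot exclude one. In the RNA-Seq libraries alone 67 features were called and Polr3D was not (-0.94, adjusted p 0.727). In the Ribo-Seq libraries alone 61 were called. Those fits have fewer libraries.

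Summing counts changed most results, and the summing itself shows why for transcripts of 1 gene that trade fragments. Over transcripts with the same coding sequence, 249 sums were called in RNA, 472 in footprints and 282 in translation efficiency. Per gene the counts were 135, 52 and 41. For Clbn the change in translation efficiency fell to 0.15 and 0.16 in the respective sums (adjusted p 1.0 in both). Over the shared coding sequence the sign reversed for CG31523 FBtr0345142 in translation efficiency (-0.068), for Tusp FBtr0302589 in RNA (0.59) and for Hsc70-3 FBtr0073609 in footprints (-0.036) and translation efficiency (-0.00025). Per gene it reversed in RNA for Bruce FBtr0082239 (-0.016), Stat92E FBtr0100457 (-0.015), trx FBtr0082950 (-0.20) and Tusp (0.32). In footprints it reversed for Hsc70-3 FBtr0073609 (-0.028), MCPH1 FBtr0301428 (0.18), YME1L FBtr0071906 (-0.13) and deltaCOP FBtr0070371 (0.059). In translation efficiency it reversed for CG31523 (-0.061), MCPH1 (0.14) and sls FBtr0332681 (-0.51). All of these sums had adjusted p of 1.0.

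Further settings were chosen after seeing the data. With counts per gene and edgeR, 5 genes were called in RNA, 2 in footprints and 0 in translation efficiency (296 at an unadjusted p under 0.05). Polr3D (-0.91, adjusted p 0.455) and Clbn (0.17, adjusted p 1.0) were not called. With counts per gene and all libraries, the calls were 66, 77 and 10, and Clbn changed by 0.14 (adjusted p 1.0). With counts per gene and no replicate number, they were 41, 58 and 7, and Clbn changed by 0.14 (adjusted p 1.0). With counts per gene and the split of the RNA-Seq libraries as a covariate in place of the replicate number, they were 193, 260 and 62. Clbn then changed by 0.17 (adjusted p 0.809). On transcripts that covariate, again without the replicate number, gave 333 RNA calls. These fits change the block and the covariate together. Without the RNA-Seq library of Polr3D^EY/+ replicate 1, RNA calls fell to 104 and Polr3D was not called (-1.03, adjusted p 0.863). With counts per gene and without that library, the calls were 4, 24 and 2, Polr3D changed by -1.03 (adjusted p 1.0) and Clbn by 0.22 (adjusted p 1.0). For comparison, with counts per gene and without the RNA-Seq library of Polr3D^EY/+ replicate 2, the calls were 21, 46 and 11, Polr3D changed by -0.76 (adjusted p 1.0) and Clbn by 0.066 (adjusted p 1.0). Without that of replicate 3 they were 15, 13 and 9, Polr3D changed by -0.94 (adjusted p 0.288) and Clbn by 0.19 (adjusted p 1.0). Leaving out any of the 3 libraries thus cut the RNA calls per gene. In those 2 settings ninaE lost its call in translation efficiency without replicate 3 (adjusted p 1.0), and the footprint calls of ninaE and w were lost there too (adjusted p 0.394 and 0.176). Sums near 0 changed sign without replicate 2, Clbn in RNA (0.053) and Hsc70-3 in RNA (0.20), footprints (0.017) and translation efficiency (-0.18), and without replicate 3 Hsc70-3 in footprints (0.011). Without the Ribo-Seq library of Polr3D^EY/+ replicate 2, 458 footprint calls were made, and Clbn fell to 0.16 (adjusted p 1.0), because all footprints of the transcript were in that library.

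Leaving out each Polr3D^EY/+ replicate in both assays gave from 44 (replicate 1) to 158 (replicate 3) calls in RNA. In footprints it gave from 67 (replicate 2) to 452 (replicate 3), and in translation efficiency from 31 (replicate 2) to 406 (replicate 3). Without replicate 1 or 2 a single replicate number holds both genotypes, whereas replicate 3 has no wild-type library in the model. The fits thus differ in more than the flies left out. Per gene the calls ran from 8 to 50 in RNA, from 2 to 19 in footprints and from 0 (92 at an unadjusted p under 0.05, without replicate 1) to 9 in translation efficiency. Across these fits and those that left out a wild-type replicate, Polr3D changed by -0.94 to -0.86. Clbn FBtr0301277 ranged from 0.11, without Polr3D^EY/+ replicate 2, to 7.11, without replicate 3 (adjusted p 1.0 and 0.773), and Hsc70-3 FBtr0073609 in translation efficiency from -0.071 to 7.16. Leaving out a wild-type replicate left 1 wild-type fly sample, so values only were read. With wild-type replicate 3 kept, Clbn was fitted at 12.11 without wild-type replicate 1 and at 1.66 without wild-type replicate 2.

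Changes near 0 changed sign. For the gene sum of Clbn in RNA, leaving out Polr3D^EY/+ replicates gave from -0.14 to 0.049. For the gene sum of Hsc70-3 it gave from -0.27 to 0.23 in RNA, -0.17 to 0.068 in footprints and -0.16 to 0.098 in translation efficiency. The footprint change of that sum was also 0.0059 with all libraries and 0.027 with the RNA-Seq split as covariate. With no replicate block it was 0.032 in RNA, 0.027 in footprints and -0.0042 in translation efficiency. None of these changes had an adjusted p under 0.926 in the settings named here.

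Camera called 1 list in RNA, 3 in footprints and 2 in translation efficiency, and fry called 0 in each (2 lists at an unadjusted p under 0.05). In translation efficiency, 1 list was called with all libraries and 6 with counts per gene, where the lists added were aminoacyl-tRNA synthetases, translation initiation and elongation factors, chorion markers and early ovary markers. Without Polr3D^EY/+ replicate 1 the male markers were called lower in RNA (0 of 14 features higher, adjusted p 0.000864) and not higher. That call gives no direction, because no male marker gene was over the floor in the RNA-Seq libraries left. These held 5 and 3 male marker counts in wild-type replicates 1 and 2 and 3 in each of Polr3D^EY/+ replicates 2 and 3. Leaving out a Polr3D^EY/+ replicate gave from 1 to 3 lists in footprints and from 0 (without replicate 1) to 2 in translation efficiency. The median correlation between libraries moved with the measure. As Pearson's r it was 0.973 within RNA-Seq, 0.948 within Ribo-Seq and 0.525 between the assays. Over features with a mean of at least 10 counts it was 0.976 within RNA-Seq and 0.517 between the assays. Per gene it was 0.989 within RNA-Seq, 0.969 within Ribo-Seq and 0.899 between the assays.

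Among single named transcripts and gene sums, 354 values under the alternatives with a test kept their direction and side of the threshold, 204 kept their direction but were no longer called, and 26 reversed. The Cook's distance filter and the RNA-Seq libraries of Polr3D^EY/+ replicates 2 and 3 are not in these counts. Of the values without a test, from fits that left out a wild-type replicate, 71 moved by more than the standard error and 49 did not. DESeq2 gave no adjusted p for Clbn in translation efficiency with no replicate block or with the split as covariate. It gave none either for several named transcripts with no replicate block, with that split or in the Ribo-Seq libraries alone, nor for the footprints of the gene sums of Clbn, w, CG6277 and Kr-h1 without Polr3D^EY/+ replicate 2. These are left out of the counts. The protein-coding counts of the Ribo-Seq libraries were 1127599 to 3192166 against 24299908 or more in RNA-Seq.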

Other observations

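The explanations in this part and the comparisons made for them were chosen only after the results were seen. Some values come from settings fixed before the data were examined. These are counts summed per gene, all libraries, and leaving out a Polr3D^EY/+ replicate in both assays. The protein-coding features with at least 1 footprint numbered 16914, and 540 features were called in translation efficiency. Both are within 1.5 times the values given in the paper. The paper gives these values as lower limits, and the first of them counts open reading frames, not annotated transcripts. With all 11 libraries, 422 features were called in translation efficiency, which is closer to the paper's second value. Summed per gene, 41 were called in translation efficiency. That count is far lower than the one in the paper, which is based on transcripts.

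Other groupings of the fly samples gave as many calls. The 5 fly samples of the model can be divided into 2 and 3 in 10 ways, the real one included, with no replicate block. In RNA, 4 of the 10 splits gave as many called transcripts as the 281 of the real one. In footprints 2 of the 10 splits gave as many as 1173, and in translation efficiency 4 of the 10 gave as many as 913. With 10 splits the share cannot fall under 0.05, so grouping by chance stays open for each contrast. The split of wild-type replicate 1 and Polr3D^EY/+ replicate 2 against the other samples exceeded the real one in each contrast, with 2661, 1300.0 and 1578 transcripts. With counts summed per gene, the real split gave 41 genes in RNA and 58 in footprints, and the split just named gave 3934 and 96. The other 8 splits gave at most 26 genes in either contrast. In translation efficiency the real split gave 7 genes and did not stand out: the split just named gave 1350, and splits with wild-type replicate 2 and Polr3D^EY/+ replicate 3 or 1 set apart gave 20 and 11.

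The translation efficiency calls in genes with several transcripts may largely stem from fragments shared between these transcripts. Among features with a mean of at least 10 counts in each assay the odds of a call were 11.2 times higher in genes with several transcripts than in genes with 1. Over all tested features the odds were 2.81 times higher, and 6.72 times with the Ribo-Seq library of wild-type replicate 3 added. A change of at least 2-fold in the translation of a whole gene would show in its sum. Of the 389 genes with several transcripts and calls in 1 direction, the sum had a 95% limit under a 2-fold change in that direction in 284 (73.0%), and it went in that direction in 219 (56.3%). In genes with 1 transcript the limit stayed under 2-fold in 4 of 50. That argues against whole-gene changes of this size as the source of most calls in genes with several transcripts. Smaller changes stay open, and the 50 calls in genes with 1 transcript need another explanation. A real switch between transcripts with different untranslated or coding sequences stays open for calls outside shared coding sequences. Of the 231 shared coding sequences with a called transcript, the sum was called for 24 (10.4%), and footprints inside a shared coding sequence cannot tell its transcripts apart. Wild-type replicate 3, outside the model, had no more than 3 footprints, as the mutants had, on 150 of 200 features called lower in footprints. On features called higher it was at or under 3 counts on 276 of 404, as were the wild-type libraries of the model. It was thus at the floor on most features of either direction, so these counts do not tell which genotype it resembled. Among the features that met the conditions for naming by rank, it was as in the mutants on 39 of 75 called higher and 38 of 62 called lower. In the simulation, at the fitted dispersions, 72.0% of the DESeq2 calls were of unchanged features. With a dispersion of 0.05 for every feature the share was 15.5%, so the excess depends on the dispersions.

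For Clbn the same explanation may apply. The sum over its transcripts changed by 0.16 in translation efficiency, within its error, while the assignment of its footprints moved from 1 transcript to the other in a single library. The upper limit of the change of the sum at the 95% level was 0.70 on the log2 scale, which argues against a larger rise of the whole gene. The size fitted for the transcript rests on libraries without footprints of it. A rise of that size could hardly have appeared in the sum, so its absence decides little. A rise below that limit, in the direction the study describes, stays open.

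RNA of males in 1 RNA-Seq library is a candidate explanation for the male transcripts called higher in RNA and lower in translation efficiency. Of the 23 listed genes, 21 were over the floor in the RNA-Seq library of Polr3D^EY/+ replicate 1. An effect of the mutation would raise them in the other mutants as well, and 0 were over the floor in the RNA-Seq libraries of Polr3D^EY/+ replicates 2 and 3. In that library Acp36DE had 341 counts. Without that library the gene sums called in RNA fell from 135 to 4, but leaving out the RNA-Seq library of replicate 2 or 3 also cut them, to 21 and 15, so most of the fall was not particular to that library. Male flies, male tissue or RNA from another library could each bring such counts, and the data do not separate them. The Ribo-Seq libraries with male counts, wild-type replicate 2 and Polr3D^EY/+ replicates 2 and 3, do not have the numbers of the RNA-Seq library with them. If the same-numbered libraries come from the same flies, the male RNA entered after the flies were divided. Whether they do is not stated in the labels.

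The RNA-Seq libraries split into wild-type replicate 1 with Polr3D^EY/+ replicate 2 and the other 3, with a correlation of 0.57 between the deviations of the first pair across 8762 genes. The difference between the parts of the split fell with transcript length (Spearman's rho -0.55 across 8762 genes, which are not independent replicates). Its median was 0.14, -0.04 and -0.20 for genes with short, middle and long transcripts. A bias with transcript length, such as a difference in RNA integrity or library preparation, is consistent with this. The labels give no batch. The study's model takes the replicate number as its batch term, but the split does not follow these numbers, and a mix of such differences with others stays open. An effect of the genotype does not account for the split, because both parts hold both genotypes and the genotype contrast called 41 genes in RNA without the replicate number, against 3934 for the split. With the split as a covariate in place of the replicate number, the RNA calls per gene were 193, and Polr3D was called (DESeq2 adjusted p 1.01e-21 per gene).

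The lower Ribo-Seq counts of Pol III transcripts in Polr3D^EY/+ flies could stem from 1 library. Without Polr3D^EY/+ replicate 2, which had the lowest share of tRNA counts, the median log2 change of the list was -0.11 against -0.70 with it. With all libraries it was -0.33 (adjusted p 0.140, in a range of 4.59e-12 to 0.971 over the settings run). An effect of the mutation on these transcripts stays open, since 2 of the 3 mutant libraries cannot exclude a small fall. The larger fall without replicate 1 (-1.41) does not decide this, because replicate 2 then weighs more among the mutant libraries. RNase digestion and size selection also decide which fragments of tRNAs enter a Ribo-Seq library, and this was not tested.

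The gene white is higher in Polr3D^EY/+ flies, with 10.6 against 1.87 CPM of RNA. The labels do not state which markers the insertion carries. The paper states that its insertions were backcrossed into a background with a w or v mutation, so that they could be tracked. The rise of white may thus mark the insertion, and it cannot be read as a response to lower Polr3D. No explanation was tested. Kr-h1 footprints changed by -3.69 on the log2 scale while its RNA was 14.8 ± 1.20 (SD, n = 2) and 13.9 ± 1.20 (n = 3) CPM. Its translation efficiency changed by -3.45 (adjusted p 0.00131 in DESeq2), with a range of adjusted p from 1.68e-08 to 1.0 over the settings run, the last without Polr3D^EY/+ replicate 2. Its footprints numbered 0, 7 and 5 counts in Polr3D^EY/+ replicates 1 to 3.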
